# Circular RNA Expression Profiling and Selection of Key Circular RNAs in the Hypothalamus of Heat-Acclimated Rats

**DOI:** 10.3389/fphys.2019.01112

**Published:** 2019-08-28

**Authors:** Lijun Fan, Gaihong An, Shang Wang, Xuewei Chen, Ying Liu, Zhifeng Liu, Qiang Ma, Jing Wang

**Keywords:** high-throughput RNA sequencing technology, circRNAs, heat acclimation, mRNA, microRNA

## Abstract

Circular RNAs (circRNAs) have vital roles in great variety of biological processes. However, expression levels and functions of circRNAs related to heat acclimation (HA) are poorly understood. This study is the first time an in-depth circRNA expression profiling were used to investigate circRNA–miRNA interactions in HA rats in order to further comprehend the mechanisms underlying HA. CircRNA expression profile was performed in rats’ hypothalamus of HA and control group with microarray assays and their functions were predicted by using Bioinformatics analysis. Differential circRNAs and their regulated downstream miRNAs and mRNAs were quantitatively validated by means of quantitative polymerase chain reaction in real-time (RT-qPCR). Enzyme-linked immunosorbent assay (ELISA) was then applied to predict the expression of proteins. In total, 53 circRNAs were expressed distinctively between the HA and Control; up- and down-regulation of circRNAs were 28 and 25, respectively, in HA (fold change > 1.5, *P* < 0.05). Three circRNAs and two miRNAs and three predicted mRNAs were obviously regulated after validated by RT-qPCR in HA rats. Two proteins expression were proportional to their mRNA changes. Further analysis demonstrates that circRNAs closest to HA can be categorized into three signal pathways: including rno_circRNA_014301-vs-rno-miR-3575-vs-*Hif-1*α, rno_circRNA_014301-vs-rno-miR-3575-vs-*Lppr4*, and rno_circRNA_010393-vs-rno-miR-20b-3p-vs-*Mfap4* in hypoxia response pathways, substance/energy metabolism, and inflammatory response pathways. Our findings implicate that many circRNAs regulate expressions of genes that interact with each other to exert their functions during HA.

## Introduction

Heat acclimation results in a multitude of positive adaptations, including elevated whole-body sweat rate and body plasma volume in conjunction with reduced core temperature and heart rate (Schwimmer et al., 2004; Dervisevik et al., 2011). Hypothalamus is a portion of the brain which acts as a temperature-regulating center; the hypothalamic preoptic area (POA) is the primary thermoregulatory region, while other regions of the hypothalamus take part in the maintenance of the afferent and efferent neural pathways, assisting in the governing of core and skin temperature by regulating the surrounding thermo effectors. The hypothalamus is the key temperature sensor, which plays an important role during HA (Matsuzaki et al., 2017). Therefore, we focused on the hypothalamus for understanding the mechanisms underlying HA. To date, physiological effects of HA were well-documented; however, the mechanism of HA at the molecular level HA remains limited. Temperature threshold for thermal injury is generally associated with the increment of inducible cytoprotective networks which includes several components of essential acclimation, such as HIF-1, HSP70, and HSF1. Moreover, neuromodulation of thermoregulation reportedly involves gene expression reprogramming through constitutive downregulation of the genetic involved in food intake and energy metabolism, downregulation of numerous gene transcription due to the maintenance of cellular homeostatic processes, and upregulation of genes associated with immune responses (Schwimmer et al., 2006). In the same vein, Schwimmer et al. (2006) have examined mRNA expression in HA, heat-stressed rats using a cDNA array of stress genes and substantiated (in addition to changes in HSPs) enhancements of antiapoptotic and antioxidative networks by demonstrating the upregulation of gene transcripts associated with cell cycle in the hypothalamus of long-term HA rats (Horowitz et al., 2004). At present, there is limited information regarding molecular mechanisms underlying HA and division of specific essential HA pathways.

Circular RNAs are also known as non-coding RNAs which are abundant during post-transcriptional processes in the brains of eukaryotic organisms (Salmena et al., 2011). Generated through the formation of a covalent bond linking the 3′- and 5′-ends of RNAs via back-splicing, they are not only more stable than linear RNAs, but also exhibit spatiotemporal properties (Chen et al., 2017; Wang et al., 2017). Owing to their capability to sequester miRNAs, circRNAs have pivotal roles in the fine-tuning of post-transcriptional regulation of gene expression (Lukiw, 2013).

Although circRNAs have been studied and reported in many diseases, they have not been studied under conditions of high temperature and heat adaptation. CircRNAs act via the translation of mRNAs into functional proteins under specific conditions. They act as mRNA traps and regulate protein expression through the sequestration of mRNA translation start sides (Li T.R. et al., 2017). CircRNAs and mRNAs may play positive roles in the regulation of HSPs, thereby affecting HA. Furthermore, high temperature can easily trigger a systemic inflammatory response; HA achieved through heat shock response can effectively reduce the production of inflammatory cytokines to reduce inflammatory response (Arieli et al., 2003). CircRNAs take part in the regulation of cell signaling pathways that transfer external stimuli into cells through the cell membrane and trigger a cascade of enzymatic reactions with specific effects, such as gene expression, cell division, and cell apoptosis, among others. Some circRNAs may be involved in inflammatory diseases or immune disorders of the nervous system, and their ability to act as miRNA sponges can be exploited to achieve gene regulation (Li T.R. et al., 2017). CircRNAs may be involved in various immunobiological processes, and their role in regulating cell signaling pathways may affect inflammatory responses to HA. So, circRNAs may affect HA by affecting the regulation of nervous and immune responses.

The hypothalamus is a key brain region that centrally coordinates multiple endocrine and nervous system homeostasis functions, such as body weight and metabolism, osmotic and water balance, and the response to stress, and plays a central role in regulating systemic energy homeostasis and appetite. Exploration of the involvement of circRNA in hypothalamic gene expression and function could better understand its complex role as integrator of the neuronal and endocrine systems and drivers of homeostatic processes (Wang Y. et al., 2016).

In the present study, we hypothesized that circRNAs are associated with HA. In order to test this hypothesis, we determined circRNAs with differences in expression between the HA and control groups using microarray analysis. Using the information obtained from microarray analysis, we aimed to identify the regulatory genes and pathways as well as their targeted genes involved in HA to obtain the in-depth understanding of molecular mechanism underlying HA, which can serve as an experimental basis for the targeted activation of HA.

## Materials and Methods

### Animals and Experimental Conditions

All animal (rat) experiments were performed in accordance with the National Institutes of Health guide for the care and use of Laboratory animals (NIH Publications No. 8023, revised 1978) and approved by the Ethics Committee for Animal Experimentation by Tianjin Institute of Environmental and Operational Medicine. Sprague Dawley (SD) a total of 28 male rats weighing 180–200 g were maintained under a free-feeding schedule and a 12 h–12 h (light from 6:00 to 18:00 h) light–dark cycle. Rats were randomly distributed into HA or C group. HA group was maintained in chamber temperature of 35 ± 1°C with a relative humidity of 55 ± 5% 2 h daily for 30 days to induce homeostasis and their body weight Tre changes were monitored (Dervisevik et al., 2011; Domazetovska et al., 2011; Alexander-Shani et al., 2017). Tre was measured under the arousal condition of food and water *ad libitum*. To avoid gene expression changes due to circadian rhythm, entire experiments were only performed between 14:30 and 16:30. Exposure using an animal heat simulation module (product model: CY-1.7/1500-W; Yantai Hongyuan Oxygen Co., Ltd., China). Body weight were measured every 10 days before and after HA by using a digital balance (Jingsu, Tong Jun) and a thermal probe (1529 CHUB E 4 Thermometer Readout, Fluke Corporation, Hart Scientific Division) inserted 6 cm beyond the rectum, respectively, as previously detailed. Meanwhile, rats in the C group were maintained at a chamber temperature of 24 ± 1°C and fed freely for 30 days. On day 31, rats were sacrificed under pentobarbital sodium anesthesia (100 mg/kg), the entire brain was resected. A vertical incision (2 mm deep) was made at the optic chiasm closely anterior to the mammillary body enabling the removal of the hypothalamus. The isolated hypothalamus which includes the POA then placed in liquid nitrogen. To ensure accurate sampling, each rat was is treated separately, frozen samples for subsequent analysis were stored at 80°C.

### Microarray Hybridization of CircRNAs

The hypothalamus of three rats from each group was used to isolate their total RNA (TRI Reagent^®^ BD, MRC), OD260/OD280 ratio was determined by NanoDrop ND-1000 to determine the total RNA concentration and purity of RNA from each sample. RNA integrity contamination test by denaturing agarose gel electrophoresis. The isolated RNA was stored at −80°C for further experimental verification. Sample preparation and gene chip hybridization were performed by following the Arraystar standard protocol. In short, total RNA of each sample was digested using Rnase R (Epicentre, Inc., United States) which removes all linear RNAs and enrich the circRNAs. Next, the enriched circular RNAs were amplified and transcribed into fluorescent cRNA utilizing a random priming method (Arraystar Super RNA Labeling Kit; Arraystar). The labeled cRNAs were then crossed with Arraystar Rat circRNA Array (8 × 15K, Arraystar). After washing, the arrays scan uses the Agilent Scanner G2505C (Agilent p/n G2565BA, United States).

Agilent Feature Extraction software (version 11.0.1.1) was used to analyze the microarray images. Normalization and subsequent data processing of quantiles using R software’s limma package while Volcano plot filtering was used to identify the circRNAs with significant difference between HA group and C group. Differentially expressed circRNAs between two groups were determined by folding change filtration. Hierarchical clustering was carried out to demonstrate the expression pattern differences between circRNAs of the HA and C groups.

### Bioinformatics Data Analysis

Genes encoded by the circRNAs were identified using circBase^1^ miRNA–mRNA interaction network. The predicted target genes were then input into DAVID^2^ online tool for gene ontology (GO) analysis. KEGG pathway enrichment analysis was performed on the target genes^3^. This analysis returns a *P*-value (EASE-score, Fisher *P*-value, or hypergeometric *P*-value) for each enriched pathway, which denotes the significance of correlation between the pathway and disease condition. Lower *P-*values indicated higher pathway significance, and a *P-*value cut-off of 0.05 was used.

### Data Mining Analysis and Sequence Analysis of miRNA Response Elements

Prediction of circRNA–miRNA interactions was made using Arraystar’s home-made miRNA target prediction software (Pasquinelli, 2012). The annotation in detail of all differentially expressed circRNAs using circRNA–miRNA interaction information. Analysis of miRNA response element (MRE) domains of circRNAs was performed using the Adobe Reader. The association between differential expressions of circRNAs and miRNAs was used to derive miRNA–circRNA interaction networks, and these putative interactions were evaluated on the basis of only perfect seed wobble pairing without any gap as a “strict” parameter. Between expressed miRNA and a target circRNA for a hit was evaluated, the score of more and equal than 140 was considered as a perfect seed match. Evaluation of target miRNAs of circRNAs interactions based on conserved seed-matching sequences was theoretically predicted by means of target Scan and databases. Significantly differentially expressed circRNAs which is defined as having FCs ≥ 1.5 and *P*-values ≤ 0.05 were retained for further analyses. Next, analyses results were filtered, and the circRNAs expressing the difference is sorted according to the folding changes of the circRNAs and the *P-*values. Overall, 15 highly expressed circRNAs were selected for target gene prediction based on their predicted miRNA-binding sites. Literature review and analysis were performed on the predicted target genes with prediction scores of 93–100. Finally, the mRNAs and circRNAs highly correlated with HA, and were selected for RT-qPCR validation.

### RT-qPCR Validation of CircRNAs and miRNAs and Target mRNAs

Each group for three of their respective RNA samples was subjected to circRNAs verification using RT-qPCR (in triplicate). Following TRIzol Reagent (Invitrogen, Carlsbad, CA, United States) manufacturer’s instructions, single-step total RNA extraction was performed on three hypothalamic samples in each experimental group and subsequently the integrity of RNA was detected by denaturing agarose gel electrophoresis. Total RNA was reverse transcribed to synthesize cDNA, and cDNA was amplified for the circRNAs and mRNAs RT-qPCR analysis using the SuperScript^TM^ IV First-Strand Synthesis System and Powerup^TM^ SYBRTM Green Master Mix (Invitrogen Trading Co. Ltd., Shanghai, China), following the manufacturer’s instructions. cDNA was amplified for the miRNAs RT-qPCR analysis using the RNasin Inhibitor, M-MLV reverse transcriptase, 10× RT buffer solution (Epicentre, Inc., United States), dNTP Mix, 2.5 mM each (HyTest Ltd.) and RT primers (Bioligo), as specified the manufacturer’s instructions. RT-qPCR was done using ViiA 7 Dx real-time PCR system (Applied Biosystems), going along with the manufacturer’s instructions. Divergent primers (in preference to commonly used convergent primers) were intended for circRNAs, miRNAs, and mRNAs chosen for further validation by RT-qPCR. Each circRNA and target mRNA was detected in three technical replicates. Using GAPDH as the normalization control for circRNAs and mRNAs RT-qPCR analysis, and U6 as the normalization control for miRNAs RT-qPCR analysis. Detection of PCR products by insertion of the fluorescent dye SYBR Green. The sense and antisense primers used for GAPDH amplification were 5′- GGTGGACCTCATGGCCTACA-3′ and 5′-CTCTCTTGCTCTCAGTATCCTTGCT-3′, respectively. The sense and antisense primers used for U6 amplification were 5′-GCTTCGGCAGCACATATACTAAAAT-3′ and 5′-CGCTTC ACGAATTTGCGTGTCAT-3′, correspondingly. Primers used for the amplification of circRNAs and target gene cDNAs are detailed in Table 1A and miRNAs are detailed in Table 1B. The incident of single peak in the melting curve indicates the specificity of primer.

**TABLE 1:** **(A)** The primer of the validation of differentially expressed circRNAs and target mRNA base sequence and **(B)** The primer of the miRNAs base sequence.

**Regulation**	**Primer name**	**Sense primer (5′–3′)**	**Antisense primer (5′–3′)**	**Base number**
**(A)**				
Up	circRNA_011190	CATCATGGCTGGATCCACGAC	GAGGCTTTGGAGTGCCGTAAT	21
Up	circRNA_014301	GAGTCGCTCCTGCACGAGTTG	GCTGGCATTCTTGCAGTACCG	21
Up	circRNA_016353	GAGGTTGTGAACAGGCTTGAT	GCGTTCCTTTCTTCAAACTCC	21
Up	circRNA_003259	TACACAGCACCGAGATACCAG	GTACTCTTTGGAGCACCAGGC	21
Up	circRNA_002985	AGAACTCGATGCTATCATGGG	CTGCACTGAAGGGCCAAGTAT	21
Down	circRNA_010393	TTCGAGGCCAGTGTAGCGTTG	CCTTGCTCTGTCTGGGGCTAG	21
Down	circRNA_009879	GGTGTCAGTGCTGGTGATGTG	AAAGACACCAGTTTCCGACAG	21
Down	circRNA_005414	AATTGAAGATCGGCTGCATGG	AGTGCCATCGATAAACCACTG	21
Down	circRNA_002960	GCTATGAGGCCTCCCTGGATAC	AAAGGCTCCACGGTGAAAGG	21
Down	circRNA_37695	AATCCGGAAGGAAGCTTGCTG	CCAGACTGCATTCCGTGTCAT	21
	*Fabp3*	TGGGAGTAGAGTTTGACGAGG	CCCGTCCCACTTCTGCACATG	21
	*Cd93*	GATTCCAGAGCGAGCAGAGAG	AGTGGCAGCTGACTATGTTTC	21
	*Dusp7*	AATCCCCATCTCTGACCACTG	TGCTAAGCAGTGCACCAAGAC	21
	*Lppr4*	ACCCAAGAGGCCATTCCATTC	AGAGGCAGCAGTACAGAATCC	21
	*Stard13*	CATTACCAGACACAGGGGACC	GGCTTTCTATAGACAGTGCCT	21
	*Hif-1*α	CACAACGTGAGCTCCCATCTT	AGGGCTTTCAGATAAAAGCAG	21
	*Helz2*	GGTGAAGAGCCGGAGAAACTG	CCCTCCCGACTTATCATGGAG	21
	*Midlip1*	TTCAAGCAAGCAGCCAAGAAC	CTGGCAAAAGTGCATCTGTTC	21
	*Mfap4*	GATTCAACGGCTCAGTGAGTT	TTCTGCTTCAGTGTCAGGAGG	21
	*Hnrnpa3*	ATTTTGAGAAATGGGGCACAC	AGTAGGTCACAAAACCAAAGC	21
	*Lin28b*	GAGCACTGAGAACCAGGGGAT	CTGCTCTAAGCTTTGGCTCAC	21
	*Cand1*	GAGCGCTTCGTACCACATCTC	TCGCTGTCATCATCCAGCTTG	21
	*Mlxip*	GGAAGAGTCGCATCGAGATTG	CCGTGTTTATGCCAATACAGC	21
	*Sec31a*	GCCCAGAACCACCCCATTTAC	TCTCAAGGGAAGCGTTGGTAC	21
	*Zbtb20*	GTGCTGAGAGTCTCCCAGTCG	GAATCCTGGATGCCTGGGAAC	21
	*Hyou1*	GCCTTGGTGGCTGTCCTCTTG	CTTGACAATGGCCACCTTCAT	21
	*Lphn3*	CCACCTCAGCTGTTCATCCTC	TGTGCTCAGCATGTCGCAGTG	21
	
**miRNA name**	**Gene-specific primer (5′–3′)**	**Reverse primer (5′–3′)**	**Length of product (bp)**
**(B)**			
rno-miR-23a-5p	ATTGGGGTTCCTGGGGAT	GTGCGTGTCGTGGAGTCG	89
rno-miR-20b-3p	GGGGTTCTGCAGTGTGAGC	GTGCGTGTCGTGGAGTCG	63
rno-miR-3561-3p	GGGGTTATCCAGGGTAGACA	GTGCGTGTCGTGGAGTCG	65
rno-miR-3575	GGGGAGAACTGCTGGGTAA	GTGCGTGTCGTGGAGTCG	64

In total, a selection of 10 circRNAs, 4 miRNAs, and 17 mRNAs was used for additional validation of the microarray outcomes using RT-qPCR. Primers for amplification of 10 circRNAs and 17 mRNAs and their product length are detailed in Table 1A, 4 miRNAs and their product length are detailed in Table 1B. Data were shown as FC (2^–ΔΔ*Ct*^).

### Enzyme-Linked Immunosorbent Assay Detection of HIF-1α and MFAP4 Proteins

Hypothalamic sections were homogenized on ice bath in PBS (pH 7.4) containing protease inhibitor mix (Solarbio) using an ultrasonic homogenizer and centrifuged at 5000 × *g* for 10 min at 4°C in order to move the organization of debris. To determine protein concentration, protein assays were performed using the Rat MFAP4 (Mlbio, China) and Rat HIF-1α Elisa Kits (Mlbio, China). Equal number of protein was analyzed using the MPM6 System (United States) following the manufacturer’s instructions. A microplate reader (Bio-Rad X-Mark Spectrophotometer, Hercules, CA, United States) was used to measure absorbance at 450 nm. MFAP4 and HIF-1α concentrations were calculated using the ELISA Calc software (Cornple-Software, Iowa City, IA, United States).

### Statistical Analysis

Data and result collected were then expressed in terms of mean and standard deviation. GraphPad Prism Software Version 5.0 (GraphPad Software, La Jolla, CA, United States) was then used to analyze as well as to visualize the data. Significance of quantitative RT-qPCR validated circRNA expression differences between the HA and C groups was evaluated by applying one-way ANOVA and subsequently *post hoc* Student–Newman–Keuls method using the SPSS Statistics Software Version 22.0 (SPSS, Inc., Chicago, IL, United States). Statistically significant are considered when *P*-values < 0.05.

## Results

### Body Weight and Tre

Changes in body weight and Tre over a 30-day heat exposure period are presented in Figure 1.

**FIGURE 1:**
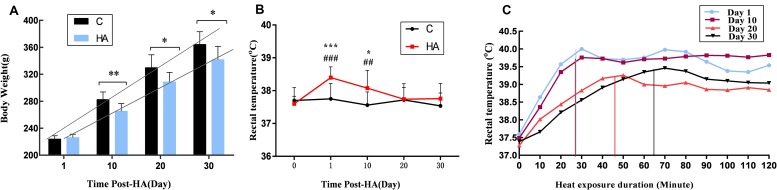
Data are expressed as mean ± SD. HA, heat acclimation (*n* = 17); C, control (*n* = 11). ^∗^*P* < 0.05, ^∗∗^*P* < 0.01, ^∗∗∗^*P* < 0.001 compared with the C group. ^##^*P* < 0.01, ^###^*P* < 0.001 compared with the same group before heat exposure. *P* < 0.05 was considered statistically significant. **(A)** Rats weight in the HA group was significantly lower than C group (*P* = 0.003 for 10 days, *P* = 0.011 for 20 days, and *P* = 0.019 for 30 days). **(B)** Tre in the HA group on days 1 and 10 differed significantly from that in the C group after heat exposure (*P* = 0.000 for 1 days and *P* = 0.025 for 10 days); there was a significant difference of Tre in the HA group after heat exposure on days 1 and 10 compared with the same group before heat exposure (*P* = 0.000 for 1 day and *P* = 0.004 for 10 days). **(C)** During 2-h continuous monitoring, Tre showed an initial rising trend, followed by a decrease and gradual stabilization. There was no difference in Tre between the HA and C groups on day 30.

The body weight of all rats increased during 30 days HA. After 10, 20, and 30 days of heat exposure, the increase of weight in the HA group was lower than the C group (17.35 ± 0.16) g (*P* < 0.01), (21.31 ± 4.80) g (*P* < 0.05), and (22.65 ± 0.83) g (*P* < 0.05), respectively (Figure 1A). These results are consistent with published studies on HA animals. In the HA group, Tre on days 1 (38.40 ± 0.33°C) and 10 (38.08 ± 0.54°C) was significantly higher than that on day 0 (37.60 ± 0.23°C) after heat exposure (*P* < 0.05). Nevertheless, after day 20 of heat introduction, Tre was restored to its original level before heat exposure. The basal Tre levels of rats in the C group (37.62 ± 0.42°C; Figure 1B) also revealed no significant differences. During the 2-h continuous monitoring, Tre showed a rising trend, followed by a decrease and stabilization. Prolonged heat exposure resulted in a prominent decrease of Tre in the HA group (Figure 1C). These findings are consistent with those of earlier studies conducted on HA rats (Dervisevik et al., 2011; Nakagawa et al., 2016).

### Overview of CircRNA Expression Based on Microarray Analysis

#### Differentially Expressed CircRNAs Based on Microarray Analysis

In full, 13,860 circRNA targets in three pairs of samples were detected by the microarray probes. 

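The hypothalamic RNA of 3 rats of the HA group and 3 rats of the C group was hybridized to 6 arrays, each array holding the RNA of a single rat. Rats of the HA group had been exposed to 35°C at 55% relative humidity for 2 h per day on 30 days, rats of the C group were kept at 24°C, and both groups were sacrificed on day 31. Before labeling, the authors treated the RNA with RNase R, an exonuclease that degrades linear RNA and leaves circular RNA largely intact. The authors deposited the output of Agilent Feature Extraction for each array, which gives the intensity of every spot in a single dye on a linear scale, not normalized between arrays. Each array held 15701 spots, of which 14145 were circRNA probes printed once each and 536 were control spots. The signal used was the intensity after the software's own background subtraction (gProcessedSignal). Its log2 values were normalized between the 6 arrays by quantiles with limma, control spots and spots marked as outliers by the software were left out, and spots of the same probe were averaged. A circRNA probe was counted as detected when the software marked it well above background on at least 3 of the 6 arrays. Under this rule, 13847 circRNA probes were detected, and 13832 of them kept enough spots for a test between the groups. Requiring a signal well above background on all 6 arrays left 13318 circRNA probes, and requiring only a positive and significant signal on at least 3 arrays left 14100. All 6 arrays lay on the same slide and carried the same scan time. The files identify circRNA probes by the manufacturer's probe numbers and do not pair these with circRNA names, host genes or positions, so the values that follow are given for probes. With 3 arrays per group, the number of arrays limits the precision of every comparison.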

Distributions of circRNA expression values in the HA and C groups after normalization are shown in a boxplot in Figure 2A. 

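Before normalization, the median signal of the circRNA probes lay between 88.7 and 149.0 in the HA group and between 119 and 135 in the C group. The mean of these medians was 124 ± 31.6 (SD, n = 3) in the HA group and 126 ± 8.42 (SD, n = 3) in the C group, a difference smaller than the spread between rats (two-sided exact permutation test, P = 0.9; the smallest P that 3 rats against 3 allow is 0.1). The share of circRNA probes well above background was 97.4% ± 1.65 (SD, n = 3) in the HA group and 96.7% ± 1.21 (SD, n = 3) in the C group, which did not differ either (two-sided exact permutation test, P = 0.7). The lowest share was 95.5%, in HA replicate 1, and the highest was 98.6%, in HA replicate 3. No circRNA probe was saturated on any array. After quantile normalization, the tested circRNA probes had a median log2 signal of 7.01 on each array, with quartiles of 5.61 and 8.51. Within an array, the repeated spots of the probes printed 10 or 20 times had a median SD of 0.0812 to 0.113 on the log2 scale. Only probes with every spot well above background entered this value, 43 to 55 probes per array. The SD between rats of the same group had a median of 0.25 log2 units over the tested circRNA probes, dim ones included, so that the SD within arrays is no like measure for it.

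**Figure D1:**
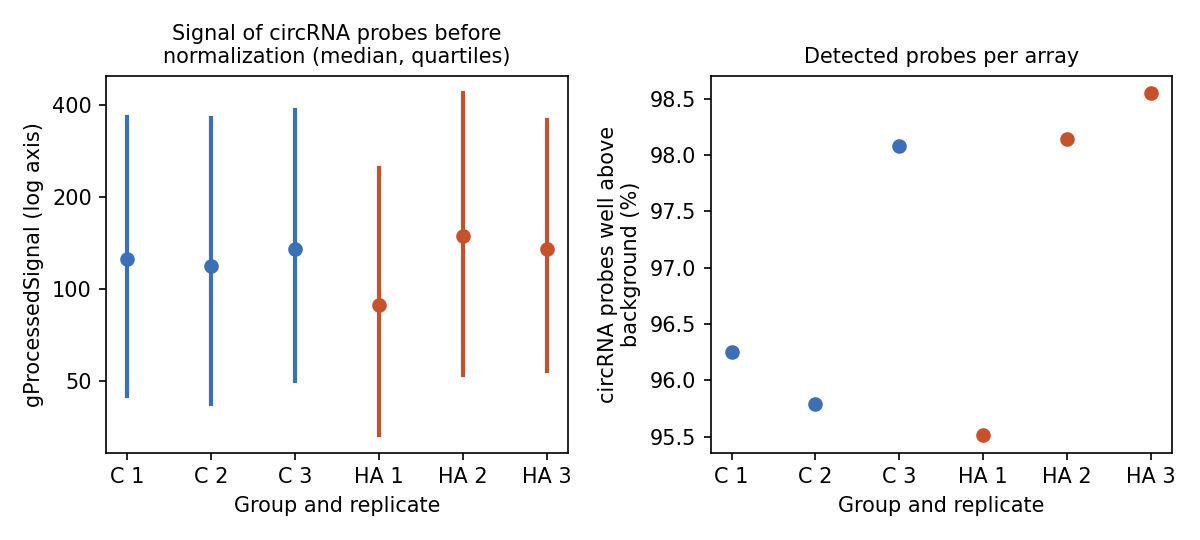
Signal of the circRNA probes on the 6 arrays by group and replicate. On the left, points are the medians and lines span the quartiles of gProcessedSignal before normalization, on a log axis; on the right, points are the percentages of circRNA probes well above background, from 95.5% in HA replicate 1 to 98.6% in HA replicate 3, on an axis that does not start at 0.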

Hierarchical clustering of circRNA expression showed noticeable circRNA expression profiles among the HA and C groups (Figure 2B). 

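The normalized values of the 13832 tested circRNA probes were compared between every pair of arrays by Pearson's correlation across probes, which are not independent replicates. The 3 pairs within the C group had a mean correlation of 0.980 (range 0.973 to 0.992), and the 3 pairs within the HA group had a mean of 0.979 (range 0.977 to 0.981). The 9 pairs of an HA and a C array had a mean of 0.978 (range 0.963 to 0.989). The mean within groups exceeded the mean between groups by 0.00139, and 3 of the 10 ways to part the 6 arrays into 3 and 3, the real one included, gave a difference at least as large (one-sided exact permutation test, P = 0.3; smallest possible P, 0.1). Without C replicate 2 the difference was -0.00257, with the mean between groups the higher. Average-linkage clustering of all tested probes placed C replicate 2 alone on 1 branch and the other 5 arrays on the other branch. Clustering of the 366 circRNA probes past a fold change of 1.5 and an unadjusted P of 0.05 placed the 3 HA arrays on 1 branch and the 3 C arrays on the other. These probes were selected by their difference between the groups. When probes were selected in the same way for each of the 10 ways to part the arrays, their clustering separated the 2 sets of arrays in 10 of 10 cases.

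**Figure D2:**
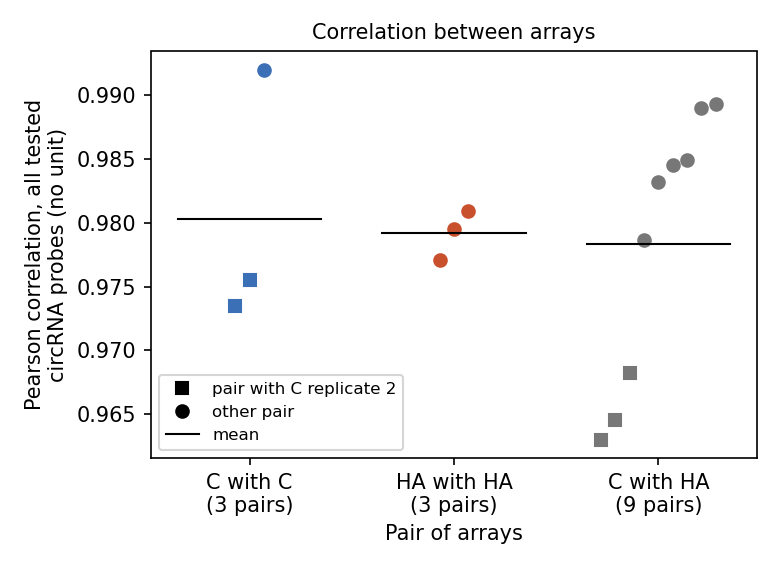
Pearson correlation between pairs of arrays over all tested circRNA probes, for the 3 pairs within C, the 3 pairs within HA and the 9 pairs between the groups. Points are pairs, squares are the pairs that include C replicate 2, and lines are means; the pairs between groups span 0.963 to 0.989 and overlap both sets of pairs within groups. The axis does not start at 0.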

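In limma's moderated test of HA against C, 646 of the 13832 tested circRNA probes (4.67%) had an unadjusted P under 0.05, where 5% of the tested probes would be 691.6. The smallest unadjusted P was 2.16e-05. After Benjamini-Hochberg adjustment in limma, the smallest adjusted P was 0.238, and 0 circRNA probes reached an adjusted P of 0.05. An unmoderated linear model with equal variances gave 513 probes at an unadjusted P under 0.05, an unmoderated comparison with unequal variances gave 344, and both gave 0 after adjustment. For 1391 tested circRNA probes (10.1%), the HA values lay all above or all below the C values, where chance gives 10% for 3 values against 3. The count includes probes that lacked a value on some arrays, such as ASCRPR013461 and ASCRPR001657, for which the chance value of 10% does not hold.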

Volcano and scatter plots were used to visualize the differences between the HA and C groups (Figures 2C,D), and volcano plot screening revealed significant differences in the expression of circRNAs among the two groups. The red points on the left indicate the under expressed circRNAs, and red points on the right indicate overexpressed circRNAs. The two points out of the green lines neighboring the middle of the scatter plots denote FCs cut-off of 1.5 and *P*-values cut-off of 0.05. The chromosomal distributions of differentially expressed circRNAs demonstrated that most circRNAs were transcribed from chromosomes 1, 2, 3, 4, 6, 8, 10, 11, and 15, but seldom from chromosomes 5, 7, 16, 17, 19, and 20 (Figure 2E). 

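At a fold change over 1.5 and an unadjusted P under 0.05 in limma's moderated test, 366 circRNA probes differed between the groups, 218 higher and 148 lower in the HA group. Their absolute log2 fold change had a median of 0.77. By normalized values, the fold change was over 2 for 85 of them and over 3 for 10 of them. Both counts include ASCRPR005733 and ASCRPR013911, which were not well above background on any C array. Their changes could only be set against an approximate detection limit, which gave 1.78-fold and 1.68-fold, so that a change over 2 was not measured for them. In 267 of the 366, the HA values did not overlap the C values, counting probes such as ASCRPR013461 that lacked a value on some arrays. A signal well above background on all 6 arrays was found for 278, while 8 were not well above background on any C array and 2 on no HA array, so that these 10 have only a bound on their change. None of the 366 passed Benjamini-Hochberg adjustment at 0.05 in the same test. When each array was scaled to its own 75th percentile in place of quantile normalization, 375 probes were higher and 71 lower in the HA group. The count fell furthest, to 56 (31 higher and 25 lower), when the spot's median intensity was used with no background correction together with the unmoderated linear model with equal variances, a setting chosen after seeing the data. The paper takes circRNAs past both limits, on fold change and on P, as differentially expressed in HA, and carries selected ones forward to RT-qPCR.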

Microarray analysis revealed that 53 circRNAs were differentially expressed in the two groups; 28 of these circRNAs were upregulated and 25 were downregulated in the rat model of HA (FC > 1.5; *P* < 0.05). 

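Among the circRNA probes past both limits whose HA and C values did not overlap, the 2 probes ranked first by normalized log2 values for a rise were not well above background on any C array, so that their change has only a bound and their rank among the rises is not measured. The largest rise measured on all 6 arrays was 3.92-fold, among the 278 called probes well above background on each. Probe ASCRPR005733 was well above background on 3 of 3 HA arrays, with a mean of 3.53 ± 1.98 (SD, n = 3), and on none of the C arrays (limma, unadjusted P = 0.0352, adjusted P = 0.923). Over the 3 HA rats the bound was 1.78-fold, and it rested on HA replicate 1 at 5.81. The other HA rats, at 2.25 and 2.52, had a mean of 2.38, under the C limit of 2.69, so that without HA replicate 1 no rise can be stated. Without C replicate 2 its unadjusted P in limma was 0.125. Probe ASCRPR013911 had a mean of 3.42 ± 0.07 (SD, n = 3) in the HA group and was higher there (limma, unadjusted P = 0.00061, adjusted P = 0.470). Its bound was 1.68-fold, and 1.65 to 1.73 when each HA rat was left out. Both bounds set the HA mean against, for each C array, the higher of the probe's own value and the lowest signal among probes well above background. They are not strict minima. ASCRPR009543 averaged 2.86 in the C group, over the mean lowest signal of 2.67, yet was well above background on only 1 C array. From the median intensity without background correction, the log2 fold changes were 0.72 for ASCRPR005733 and 0.44 for ASCRPR013911. For both probes, P in limma tested the normalized values and not the bound. Probe ASCRPR006008 was lower in the HA group, at 3.07 ± 0.59 (SD, n = 3, with 2 arrays well above background) against 5.01 ± 1.74 (SD, n = 3) in the C group, a log2 fold change of -1.94 (standard error 0.71, limma, unadjusted P = 0.0225, adjusted P = 0.923). Its C mean rested on C replicate 2 at 7.02, and without that array the log2 fold change was -0.91. Its unadjusted P in limma was 0.0878 without HA replicate 1 and 0.0691 without HA replicate 3. Probe ASCRPR004548 was well above background on all 6 arrays, at 6.75 ± 0.41 (SD, n = 3) in the HA group and 8.62 ± 0.26 (SD, n = 3) in the C group. Its log2 fold change was -1.87 (standard error 0.24, adjusted P = 0.238 in limma), and it had the smallest unadjusted P of all tested probes. With each array left out in turn, its log2 fold change stayed between -2.13 and -1.70.

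**Figure D3:**
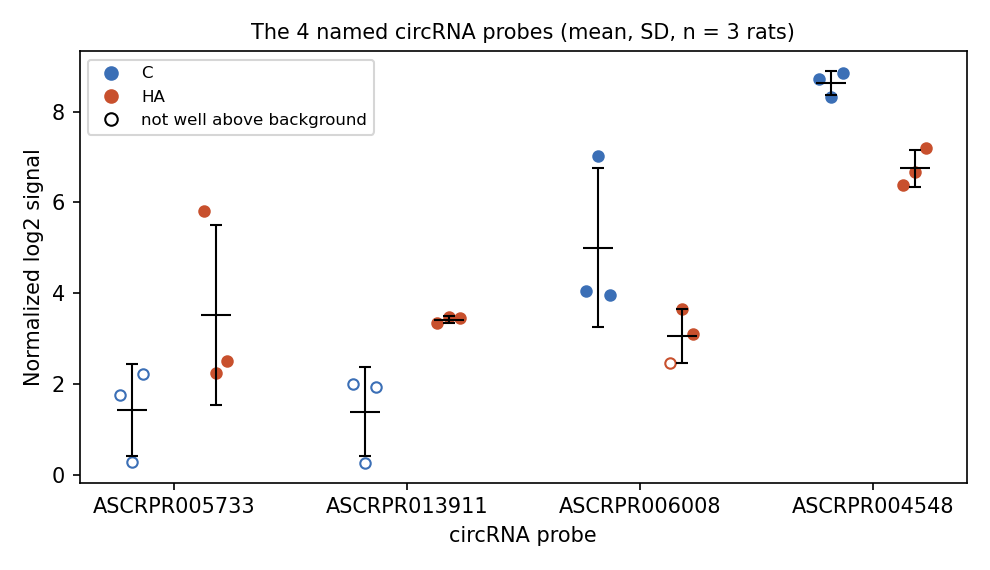
Normalized log2 signal of 4 circRNA probes, by rat, 2 ranked first for a rise and 2 for a fall in the HA group by normalized values. Points are rats, open where the probe was not well above background, and bars are the mean and SD of 3 rats; the HA values of ASCRPR004548 lie around 6.75 and its C values around 8.62, while the spread of ASCRPR005733 and ASCRPR006008 comes largely from a single rat each. Levels of different probes are not comparable.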

The 10 highest significantly differentially expressed circRNAs are enumerated in Table 2.

**TABLE 2:** Biological information regarding the top 10 upregulated and downregulated circRNAs.

**CircRNA ID**	**FC (abs)**	***P*-value**	**CircRNA type**	**Chromosome**	**Best_transcript**	**GeneSymbol**
**Up-regulation**						
mmu_circRNA_34428	3.9126811	0.0167	Exonic	chr3	NM_017319	*Pdia3*
rno_circRNA_011190	3.1918440	0.0476	Exonic	chr4	NM_053621	*Magi2*
rno_circRNA_014301	3.0545152	0.0420	Exonic	chr6	NM_053888	*Myt1l*
rno_circRNA_016353	2.9556517	0.0081	Exonic	chr8	NM_001108150	*Hmg20a*
rno_circRNA_000931	2.831102	0.0117	Sense overlapping	chr1	XR_145786	*LOC100912383*
rno_circRNA_010071	2.6709626	0.0338	Exonic	chr3	NM_017319	*Pdia3*
rno_circRNA_003259	2.4528114	0.0366	Exonic	chr11	NM_147139	*Itgb5*
rno_circRNA_002985	1.8212257	0.0365	Exonic	chr11	NM_001107109	*Morc3*
rno_circRNA_006302	1.7697922	0.0465	Intronic	chr16	ENSRNOT00000057845	*Dlgap2*
rno_circRNA_011677	1.7347061	0.0428	Exonic	chr4	NM_134376	*Clstn3*
**Down-regulation**						
rno_circRNA_010393	3.3767626	0.0027	Exonic	chr3	NM_001191072	*Ppp1r16b*
rno_circRNA_009879	2.6463196	0.0259	Exonic	chr20	NM_133300	*Ddx39b*
rno_circRNA_005414	2.1433936	0.0071	Exonic	chr15	NM_001033066	*Ddhd1*
rno_circRNA_002960	2.1421682	0.0030	Exonic	chr11	NM_001191662	*Hunk*
rno_circRNA_002958	1.9732566	0.0210	Exonic	chr11	NM_001191662	*Hunk*
rno_circRNA_002957	1.9592926	0.0053	Exonic	chr11	NM_001191662	*Hunk*
rno_circRNA_002959	1.8978736	0.0056	Exonic	chr11	NM_001191662	*Hunk*
mmu_circRNA_37695	1.8574609	0.0023	Exonic	chr5	NM_001015029	*Kpna6*
rno_circRNA_002088	1.6923493	0.0345	Exonic	chr10	NM_130742	*Galnt10*
rno_circRNA_001374	1.5013894	0.0297	Exonic	chr1	XM_217657	*Atrnl1*

**FIGURE 2:**
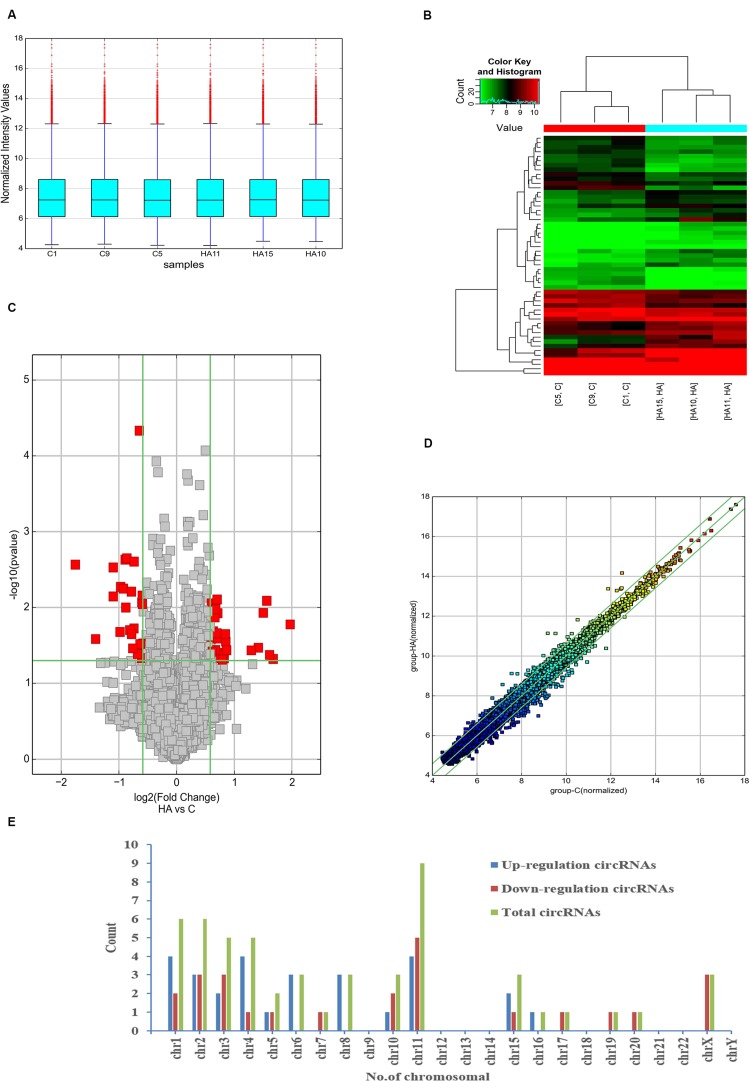
Differential expression of circRNAs in rat hypothalamus. **(A)** Box plot showing the distribution of circRNA expression values in the HA and C groups. **(B)** Hierarchical clustering of circRNAs differentially expressed between the hypothalamus of rats in the HA and C groups; each group contained three individuals (>1.5-fold difference in expression; *P* < 0.05). Expression levels above and below the median expression level were indicated with different colors in all samples. **(C)** Volcano plots constructed using the fold changes (FCs) and *P*-values are shown. Vertical lines correspond to 1.5-FC in the up- and downregulation between the HA and C groups, and horizontal line indicates the *P-*value. The red dot in the figure indicates circRNAs with significant difference in expression. **(D)** Visual assessment of differences in circRNA expression between HA and C using scatter plots. The values corresponding to the *x*- and *y*-axes in the scatter plot are the normalized signals of the samples (Log2 scaled). Green lines indicate FCs. The circRNAs above the top green line and below the bottom green line show a >1.5-FCs between the HA and C groups. **(E)** Chromosomal distributions of differentially expressed circRNAs are shown.

#### Bioinformatic Analysis

CircRNA function is related to the recognized functions of host linear transcripts that in the hypothesis, DAVID to further analyze differentially regulated linear transcripts. The GO project provides major bioinformatics initiatives to define the constant evolving of our knowledge toward gene and how gene encodes to form products attributing to the BP, CC, and MF in any organism^4^. Prediction terms with *P-*values < 0.05 were designated and ranked according to the lowest *P-*values. The top 10 generally GO terms were listed in all comparison groups categorized by BP, CC, and MF and ranked by their *P*-value. Our results indicated that the most augmented and expressive BP terms were localization; CC organization or biological regulation; and positive regulation of biological, cellular, and metabolic processes. Regarding CC, terms were mostly enriched for cell parts, intracellular, organelle, cytoplasm, endomembrane system, and neurons. Moreover, the most enriched and expressive MF terms were in close proximity toward binding, catalytic activity, substrate-specific transporter activity, and transferase activity involved in metabolism (Figure 3A). These findings indicated that in HA rat, highly expressed and enriched host linear transcripts were predominantly functionally engaged in several main processes such as stress response, energy breakdown, and positive ruling of cellular processes. All of above responses indicated an important regulatory function of circRNAs during HA, suggesting that many circRNAs regulated the expression of genes that interact with each other to exert their functions. Furthermore, KEGG pathway enrichment analysis was performed and its significantly enriched pathways (*P* < 0.05) were then selected and ranked according to their *P*-values. The seven highest regulated pathways returned by KEGG pathway enrichment analysis were the phospholipase D signaling pathway, MAPK signaling pathway, mTOR signaling pathway, cGMP-PKG signaling pathway, Ras signaling pathway, PI3K-Akt signaling pathway, AGE-RAGE signaling pathway, and autophagy and endocytosis (Figures 3B,C).

**FIGURE 3:**
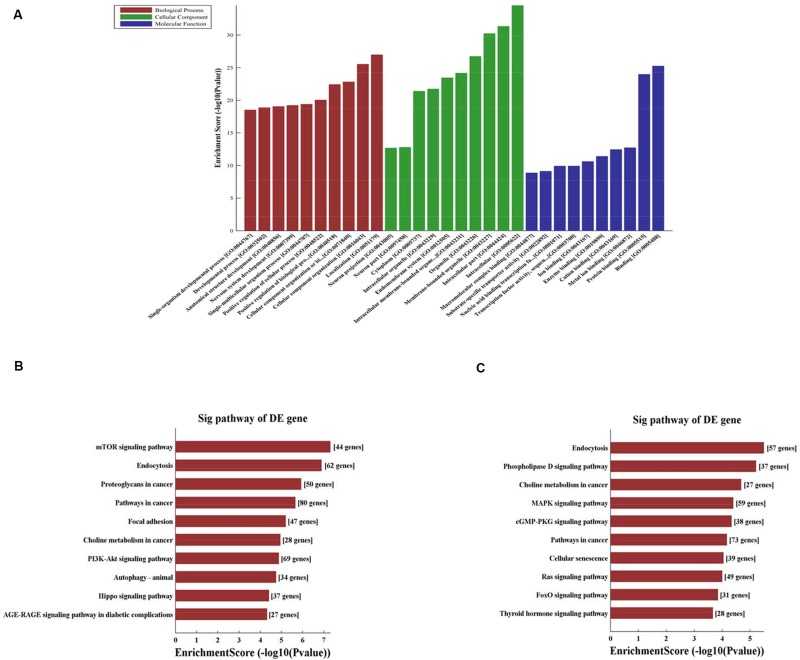
**(A)** Fifteen circRNAs for GO enrichment analysis in terms of BP, CC, and MF. The top significantly enriched target genes and their scores (negative logarithm of *P*-value) are listed as *x*-axis and *y*-axis, respectively. The significant level of GOs are represented in horizontal axis. **(B)** KEGG pathway analysis for 8 up-regulated circRNAs and the top 10 significantly enriched pathways. **(C)** KEGG pathway analysis for 7 down-regulated circRNAs and the top 10 significantly enriched pathways. The significant level of pathways represented in horizontal axis.

### Construction of the CircRNA–miRNA–mRNA Coexpression Network

Alignment of circRNAs to miRNAs was performed, the public database circBase (http://www.circbase.org) was used to screen for targeted miRNAs and 5 miRNAs with the highest mirSVR scores were identified for each differentially expressed 15 circRNAs using miRNA target-prediction software. The top 5 miRNAs predicted to be the targets of 8 upregulated and 7 downregulated circRNAs are shown in Table 3. Next, we predicted the target genes of the top 75 miRNAs using targetscan7.1 and mirdbV5. We generally accepted the results that overlapped between the two databases and found that the 15 circRNAs targeted 9021 mRNAs. A part of the miRNA-target network with a target gene prediction score ≤ 93 was constructed (Figure 4). Some of the predicted target miRNAs, including rno-miR-20b-3p, rno-miR-23a-5p, and rno-miR-34a-5p, which were downregulated, indicated a role in the regulation of lipid metabolism. Combined with the target mRNA prediction results, we selected genes with target scores of 93∼100 for 200 mRNAs and performed a literature review. The public database circBase (http://www.circbase.org) was used to screen for targeted miRNAs. Seed sequence matching and specific base pairing resulted in the identification of the following miRNAs: rno-miR-3575, rno-miR-20b-3p, rno-miR-23a-5p, and rno-miR-3561-3p. Using circRNA database sources, detailed annotation information for targeted miRNAs can be predicted (Figure 5). CircRNAs can regulate the expression levels of mRNA through a circRNA-miRNA-mRNA pathway. Finally, 10 circRNAs, 4 miRNAs, and 17 mRNAs related to lipid metabolism and immune response, which were highly correlated with HA, were selected for RT-qPCR validation (Table 1). Expression of these genes may facilitate HA.

**TABLE 3:** Predicted miRNA response elements regarding the eight upregulated and seven downregulated circRNAs.

**CircRNA ID**	**Predicted miRNA response elements (MREs)**				
	
	**MRE1**	**MRE2**	**MRE3**	**MRE4**	**MRE5**
**Up-regulation**					
*mmu_circRNA_34428*	*rno-miR-338-3p*	*rno-miR-3551-5p*	*rno-miR-3544*	*rno-miR-107-5p*	*rno-miR-3064-3p*
*rno_circRNA_011190*	*rno-miR-320-5p*	*rno-miR-207*	*rno-miR-483-3p*	*no-miR-667-5p*	*rno-miR-125b-5p*
*rno_circRNA_014301*	*rno-miR-672-5p*	*rno-miR-3593-5p*	*rno-miR-3575*	*rno-miR-1306-5p*	*rno-miR-466b-5p*
*rno_circRNA_016353*	*rno-miR-667-5p*	*rno-miR-206-5p*	*rno-miR-6327*	*rno-miR-293-3p*	*rno-miR-320-3p*
*rno_circRNA_003259*	*rno-miR-667-5p*	*rno-miR-494-5p*	*rno-let-7c-5p*	*rno-let-7b-5p*	*rno-miR-802-3p*
*rno_circRNA_002985*	*rno-miR-1b*	*rno-miR-153-5p*	*rno-miR-1-3p*	*rno-miR-206-3p*	*rno-miR-433-5p*
*rno_circRNA_006302*	*rno-miR-93-3p*	*rno-miR-3084b-3p*	*rno-miR-308-4d*	*rno-miR-3084a-3p*	*rno-miR-203b-3p*
*rno_circRNA_011677*	*rno-miR-6332*	*rno-miR-409b*	*rno-miR-320-5p*	*rno-miR-1297*	*rno-miR-3568*
**Down-regulation**					
*rno_circRNA_010393*	*rno-miR-20b-3p*	*rno-miR-1956-3p*	*rno-miR-762*	*rno-miR-93-3p*	*rno-miR-3593-5p*
*rno_circRNA_009879*	*rno-miR-742-3p*	*rno-miR-6318*	*rno-miR-6326*	*rno-miR-20b-3p*	*rno-miR-221-5p*
*rno_circRNA_005414*	*rno-miR-336-3p*	*rno-miR-760-5p*	*rno-miR-107-5p*	*rno-miR-135a-5p*	*rno-miR-181a-1-3p*
*rno_circRNA_002960*	*rno-miR-488-3p*	*rno-miR-23a-5p*	*rno-miR-653-3p*	*rno-miR-141-5p*	*rno-miR-3561-3p*
*mmu_circRNA_37695*	*rno-miR-3084a-3p*	*rno-miR-3084b-3p*	*rno-miR-3084d*	*rno-miR-3584-5p*	*rno-miR-214-3p*
*rno_circRNA_002088*	*rno-miR-542-5p*	*rno-miR-26b-3p*	*rno-miR-138-5p*	*rno-miR-3084c-3p*	*rno-miR-337-3p*
*rno_circRNA_001374*	*rno-miR-466c-5p*	*rno-miR-582-3p*	*rno-miR-34a-5p*	*rno-miR-628*	*rno-miR-34c-5p*

**FIGURE 4:**
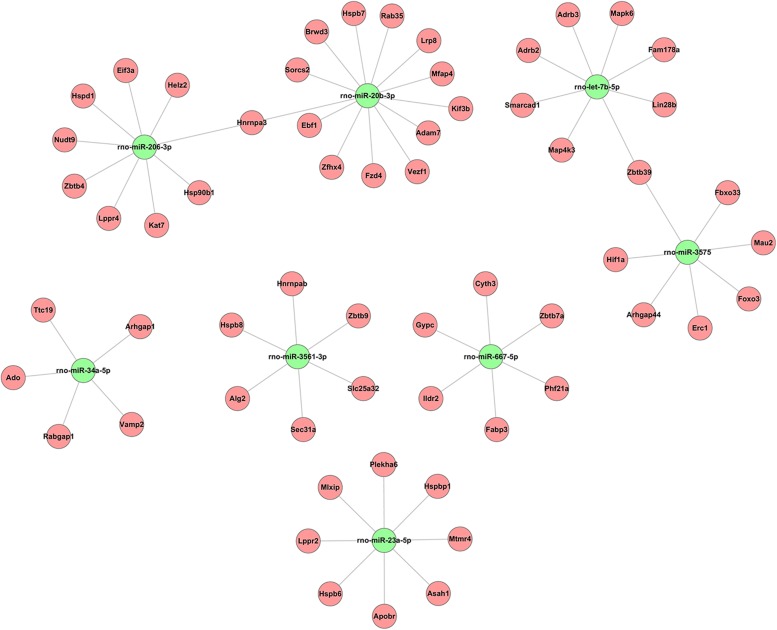
Based on sequence-pairing prediction predicted 15 circRNAs targeted circRNA–miRNA–mRNA/gene network. The results of miRNA-binding sites predicted by mirSVR, and targeted TargetScan and miRanda predicted miRNAs and mRNAs, were considered. The red circles represent mRNAs and green nodes represent miRNAs.

**FIGURE 5:**
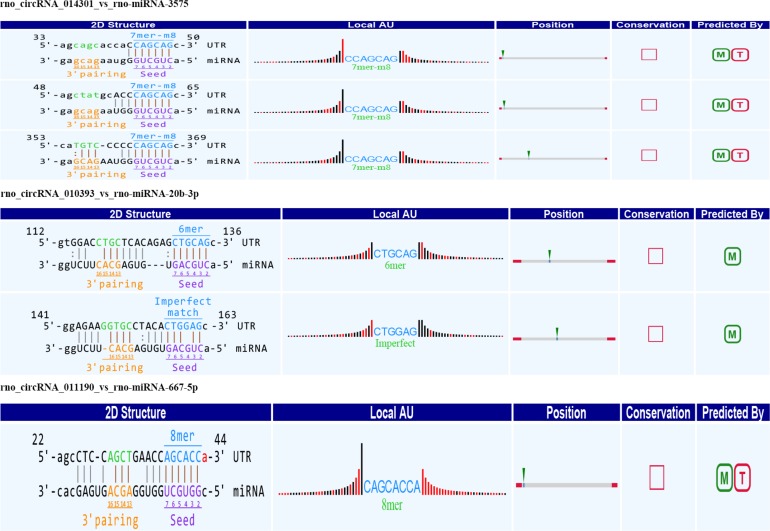
Seed sequence matching predicted the direct interaction of rno_circRNA_014301, rno_circRNA_010393, and rno_circRNA_011190 with the three miRNAs: rno-miR-3575, rno-miR-20b-3p, and rno-miR-667-5p.

### Validation of Candidate CircRNAs and miRNAs and mRNAs Using RT-qPCR

Among the 10 circRNAs, only 3 upregulated circRNA and 1 downregulated circRNAs were significant. The expression of rno_circRNA_002960, rno_circRNA_014301, and rno_circRNA_011190 was upregulated 3.34-, 1.41-, and 1.73-fold, respectively (*P* < 0.05) in the HA group compared with that in the C group, whereas expression of rno_circRNA_010393 was downregulated 0.74-fold (*P* < 0.05). The FCs for rno_circRNA_010393, rno_circRNA_014301, and rno_circRNA_011190 were consistent with the results of microarray analysis. Among the four miRNAs, rno-miR-23a-5p, rno-miR-3575, and rno-miR-3561-3p were down-regulated (0.65-, 0.39-, and 0.35-fold, respectively; *P* < 0.05), while rno-miR-20b-3p was up-regulated 1.42-fold (*P* < 0.05). Among the 17 predicted mRNAs, 8 upregulated mRNAs and 1 downregulated mRNAs could be validated. The expressions of *Dusp7*, *Hnrnpa3*, *Lppr4*, *Hif-1*α, *Sec31a*, *Zbtb20*, *Fabp3*, and *Lin28b* were significantly upregulated (1.31-, 1.38-, 1.44-, 1.56-, 2.08-, 2.01-, 1.61-, 1.54-, and 3.34-fold, respectively; *P* < 0.05). Expressions of *Mfap4* was downregulated (0.67-fold; *P* < 0.05; Figure 6). The above target genes were predicted for their close relation to BPs of substance metabolism, energy metabolism, and immune regulation, indicating an important role of these genes during HA. In a word, we confirmed the differential expression of three circRNAs.

**FIGURE 6:**
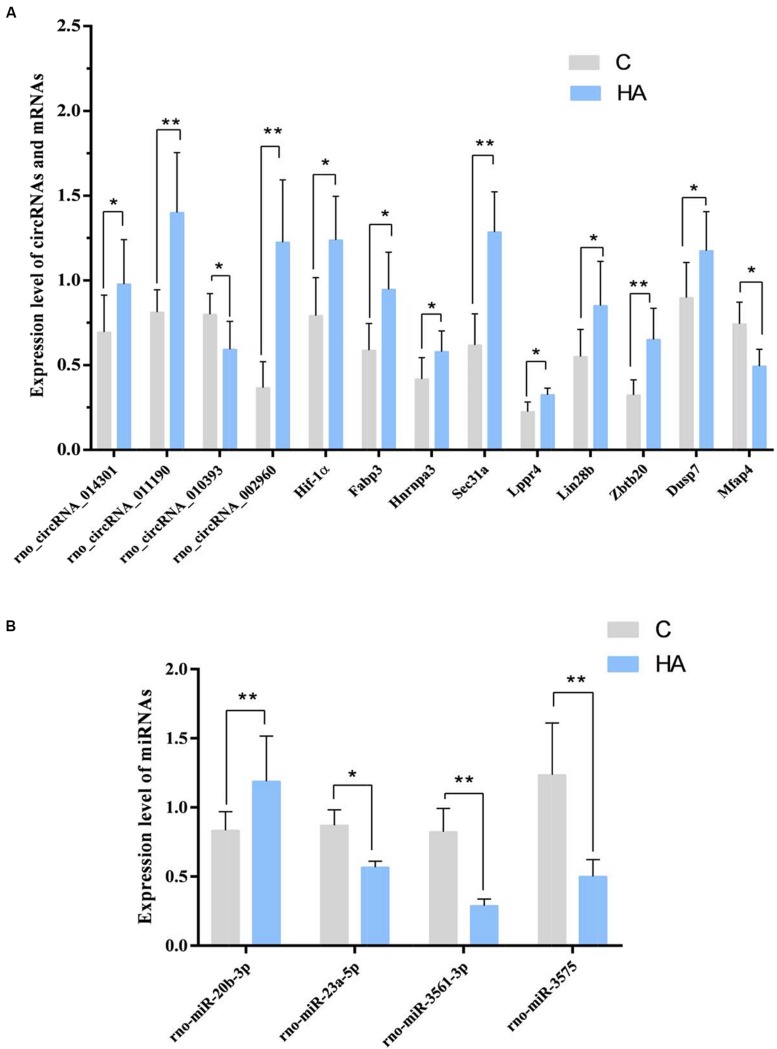
**(A)** GAPDH was measured as a reference gene, and three independent times for each sample of RNA were detected for these circRNAs and mRNAs. ^∗^*P* < 0.05, ^∗∗^*P* < 0.01. **(B)** U6 was measured as a reference gene, and three independent times for each sample of RNA were detected for microRNAs. ^∗^*P* < 0.05, ^∗∗^*P* < 0.01.

In the light of our findings, we speculated that the following four pathways promote HA: rno_circRNA_014301-vs-rno-miR-3575-vs-*Hif-1*α in the hypoxia response pathway; rno_circRNA_ 014301-vs-rno-miR-3575-vs-*Lppr4* and rno_circRNA_010393-vs-rno-miR-20b-3p-vs-*Mfap4* in the lipid/lipoprotein metabolic pathways; and rno_circRNA_011190 may affect the expression of *Fabp3* by regulating rno-mir-667-5p to regulate the lipid metabolism pathway (Table 4).

**TABLE 4:** The three circRNA–miRNA–mRNA pathway to promote HA.

**Pathway**	**CircRNA**	**Expression changes**	**miRNA**	**Expression changes**	**mRNA**	**Expression changes**
1	rno_circRNA_014301	Up 1.41-fold	rno-miR-3575	Down 0.39-fold	*Hif-1*α	Up 1.56-fold
2	rno_circRNA_014301	Up 1.41-fold	rno-miR-3575	Down 0.39-fold	*Lppr4*	Up 1.44-fold
3	rno_circRNA_010393	Down 0.74-fold	rno-miR-20b-3p	Up 1.42-fold	*Mfap4*	Down 0.67-fold

### Validation of HIF-1α and MFAP4 Expressions in the Hypothalamus Using ELISA

To ascertain that cell protection and thermally induced cross tolerance definitely occur in HA rat’s hypothalamus, the HIF-1α and MFAP4 protein expression levels were measured (Figure 7). Hypothalamic protein expression level of HIF-1α in HA group is significantly greater than group C (*P* < 0.05), whereas hypothalamic protein expression level of MFAP4 was significantly lower in the HA group than that in the C group (*P* < 0.01). These findings are consistent with the mRNA expression levels of HIF-1α and MFAP4.

**FIGURE 7:**
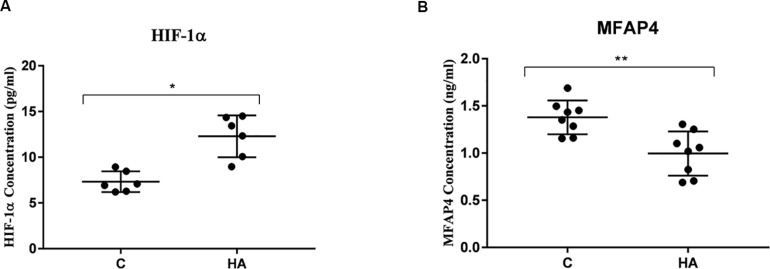
Validation of HIF-1α and MFAP4 as HA-related proteins by ELISA analysis. Data are expressed as mean ± SD. ^∗^*P* < 0.05, ^∗∗^*P* < 0.01. **(A)** The expression level of HIF-1α of HA group was higher than that of control group (*P* = 0.14, *P* < 0.05). **(B)** A significant lower expression level of MFAP4 was found the hypothalamus from HA group (*P* = 0.002, *P* < 0.05).

## Discussion

Circular RNA is a ubiquitous non-coding RNA which are more stable and with highly conserved sequences. This recently characterized branch of endogenous non-coding RNAs is involved in various cellular as well as developmental processes. These properties make circRNAs appealing as biomarkers. To date, circRNAs and their studies of their functions have been previously reported in cancers such as in the liver, oral, and skin (Memczak et al., 2013; Yang et al., 2016). Thus far, molecular mechanisms underlying HA remain unclear, particularly at the genomic level, and many studies on HA have focused on its basic physiology. However, knowledge regarding the role of circRNAs during HA is limited. In the present study, high-throughput circRNAs microarray assays have been used to identify differentially expressed circRNAs between the hypothalamic tissues of rats in the HA and C groups and identified 13,860 circRNAs. Investigation of the mechanistic roles of circRNAs during HA can provide a platform for rapid evaluation and a scientific basis for further functional validation and elucidation of the genetic mechanisms underlying HA.

### Stable Rat HA State

In the present study, a gradual increase in body weight was seen in the HA group; however, at the end of heat exposure, body weight of HA group was lower than that in the C group. Tre of rats in the HA group significantly increased at the early stages of heat exposure, and it was restored to the original levels after 20 days of heat exposure. However, Tre did not significantly differ among the rats in the C group. Previous studies have demonstrated that after HA achieved through long-term heat exposure, rats in the HA group weighed less than rats in the control groups (*P* < 0.05). During early stages of heat exposure, Tre of rats in the HA group was seen to have a significantly greater value than before heat exposure (*P* < 0.05), and no significant differences in Tre were observed between the groups at the end of heat exposure (Alexander-Shani et al., 2017; Matsuzaki et al., 2017). Our results are consistent with these previous findings and support the fundamental role of autonomic thermoregulation in long-term HA rats. In our rat model, a stable HA state was achieved.

### Bioinformatic Pathways and miRNA Target Prediction Based on Microarray Analysis

In the present study, 53 circRNAs were aberrantly expressed during HA, suggesting their role during HA. Moreover, analysis of chromosomal distributions of differentially expressed circRNAs revealed that the majority of circRNAs were transcribed from chromosomes 1, 2, 3, 4, and 11. HA organisms may exhibit higher lipid peroxidation levels (Coggins et al., 2017). Earlier studies have exhibited that long-term heat exposure of rats resulted in enhanced endurance and remodeling of membrane lipid composition in response to ambient temperature changes. Such remodeling could interfere with the interactions of specific lipids with proteins. Upregulation of muscarinic receptors and regulate the fatty acid environment of these receptors and other proteins yield a key means in protecting their integrity during thermal stress, and these pathways are further involved in other regulatory mechanisms (Shmeeda et al., 2002). These lipid mediators activate their intracellular signaling cascades that promote cell survival through their specific receptors and coupling mechanisms (Shohami and Horowitz, 2013). Therefore, regulation of lipid/lipoprotein metabolism is an important pathway for the regulation of HA. In the present study, in combination with the top five predicted miRNAs for each differentially expressed circRNA, a literature review was conducted; the predicted target miRNAs, which includes rno-miR-20b-3p, rno-miR-23a-5p, and rno-miR-34a-5p, were found to have been downregulated, suggesting their roles in the synthesis of lipids and regulation of lipid metabolism (Zhang et al., 2014; Liu et al., 2015; Shi and Huang, 2015). In GO analysis, we found that three pathways associated with inflammatory responses, such as MAPK, mTOR, and AGE-RAGE (Maya-Monteiro and Bozza, 2008; Cota, 2014; Li et al., 2018; Logan and Storey, 2018). It was reported that the inflammatory response may be closely related to HA formation. In addition, we have also found phospholipase D, cGMP-PKG, PI3K-Akt, and AGE-RAGE signaling pathways (Bruntz et al., 2014; Li T. et al., 2017; Sandoval et al., 2017; Tripathi and Garg, 2018), which may be involved in cell differentiation, apoptosis, and energy metabolism regulation to promote HA formation. Functional assessment of target genes demonstrated that several mRNAs might be part of the circRNA–miRNA–mRNA network, as indicated by the upregulation of HIF-1α and HSPs. According to research reported the temperature threshold for thermal damage is related to the gradual enhancement of the induced cell protection network, and with the remodel of cytoprotective networks changes, such as HSP70, HSF-1, and HIF-1. Expressions of them were upregulated during HA (Maloyan et al., 1999; Arieli et al., 2003; Horowitz and Assadi, 2010). These outcomes are consistent with preceding genomic and proteomic findings concerning HA.

### Three CircRNA–miRNA–mRNA Expression Networks Promote HA

Circular RNAs serve material functions because they regulate gene expression at multiple levels. They directly bind MREs to the shared miRNAs through direct competition, thereby negatively regulating the effect of miRNA on the target mRNA (Hansen et al., 2013; Yang et al., 2016). Accordingly, we hypothesized that the circRNA–miRNA–mRNA axis is the mechanism underlying HA. Based on the hypothesis that circRNA acts as an miRNA sponge that predicts miRNA binding partners, we speculated the involvement of four pathways in HA, including rno_circRNA_014301-vs-rno-miR-3575-vs-*Hif-1*α, rno_circRNA_014301-vs-rno-miR-3575-vs-*Lppr4*, rno_circRNA_010393-vs-rno-miR-20b-3p-vs-*Mfap4*, and rno_ circRNA_011190 may affect the expression of *Fabp3* by regulating rno-mir-667-5p. Interestingly, we observed the upregulation of HIF-1α and downregulation of MFAP4 in the hypothalamus of HA rats. The hypoxia response pathway is intrinsic to HA, and the HIF-1α pathway induces cross tolerance against hypoxia following long-term HA. HA leads to HIF-1α upregulation and faster activation (Tetievsky et al., 2008), and it plays an essential role in an intricate antiapoptotic network during HA (Gultice et al., 2009). Furthermore, several studies have reported elevated serum MFAP4 levels in allergic asthma, liver disease, and liver fibrosis (Wulf-Johansson et al., 2013; Pilecki et al., 2015) as well as the role of MFAP4 in inflammatory mechanisms in the lung (Schlosser et al., 2006). Involved in intercellular interactions and cell adhesion that MFAP4 is an extracellular matrix protein; it can be activated and proliferated by integration-mediated vascular smooth muscle cells and lead to arterial stenosis and proinflammatory effects (Hemstra et al., 2018). In the cerebrospinal fluid of HA rabbits, the matrix protein MFAP4 was highly upregulated (Wang J. et al., 2016), indicating the role of MFAP4 in cell protection and inflammatory mechanisms. In the present study, downregulation of MFAP4 expression could have resulted in the reduction of antigen-induced inflammatory cytokine production by other cell types, thereby enhancing the adaptive response of the body to heat. FABP3 that is expressed in central nervous system has different roles in cell growth, fatty acid transport, gene transcription, and cell signaling (Tang et al., 2016). It may play an essential role in fatty acid transport, cell signaling during HA. LPPR4 is responsible for regulating of neuronal plasticity, and also has important part in the regulation of excitatory neurotransmission (Yu et al., 2015). LPPR4 may promote the formation of HA in regulating nerve excitability. Taken together, we provided an in-depth profiling of circRNA expression in HA rats and posited three representative circRNAs as candidate HA biomarkers. We demonstrated the potential roles of rno_circRNA_014301, rno_circRNA_010393, and rno_circRNA_011190 in energy metabolism and immune regulation associated with HA. Our results are consistent with Horowitz’s points of view, that the HIF-1α antioxidant pathway and HSP anti-apoptotic pathway are enhanced in HA (Horowitz and Assadi, 2010). In addition, the constitutive downregulation of genes involved in food intake and energy metabolism, and a vast amount of genes associated with immune response the obvious upregulation support these conclusions. Downregulation of several gene transcripts associated with homeostatic cellular processes maintenance for cross tolerance in HA was reported (Horowitz et al., 2004; Horowitz, 2007).

## Conclusion

In conclusion, using high-throughput circRNA microarrays, we, for the first time, measured the hypothalamic circRNA expressions in HA rats. We suggested that circRNA levels change to coordinate thermoregulation. Moreover, we identified rno_circRNA_014301, rno_circRNA_010393, and rno_circRNA_011190 as candidate biomarkers for HA, which may regulate HA in rats by controlling rno-miR-3575, rno-miR-20b-3p, and rno-miR-667-5p activity to regulate expression levels of *Hif-1*α, *Lppr4*, *Mfap4*, and *Fabp3*, respectively. These genes are involved in networks critical for hypoxia response pathways, substance/energy metabolism, and inflammatory response pathways to promote HA.

## Data Availability

The datasets generated for this study can be found in the Gene Expression Omnibus https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE131044.

## Ethics Statement

All animal experiments were carried out in accordance with the National Institutes of Health guide for the care and use of Laboratory animals (NIH Publications No. 8023, revised 1978). And also was approved by the Ethics Committee for Animal Experimentation of the Tianjin Institute of Environmental and Operational Medicine.

## Author Contributions

LF, ZL, QM, and JW: conceptualization. LF, QM, and JW: methodology. LF and GA: validation. LF: formal analysis and writing – original draft. LF, GA, and XC: investigation. SW, JW, ZL, and QM: supervision. XC, YL, and JW: resources. ZL and JW: project administration. JW: writing – review and editing.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

BP: biological process
CC: cellular component
CircRNA: circular RNAs
Dusp7: dual specificity phosphatase 7
Fabp3: fatty acid binding protein 3
FC: fold change
GSP: gene-specific primer
HA: heat acclimation
HIF-1: hypoxia-inducible factor-1
HSF1: heat shock factor 1
HSP70: heat shock protein 70
Lppr4: lipid phosphate phosphatase-related protein type 4
MF: molecular function
MFAP4: microfibrillar-associated protein 4
R: reverse primer
Tre: rectal temperature
Zbtb20: zinc finger and BTB domain containing 20.

How the deposited data were processed for this re-analysis (not part of the article)

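CircRNA was measured on 6 one-color Agilent arrays of a rat circRNA design, with hypothalamic RNA of 3 rats of the HA group and 3 rats of the C group. The samples were grouped by the sample labels and the methods of the paper. The authors scanned the arrays and quantified the spots with Agilent Feature Extraction 11.0.1.1, and deposited for each array the spot intensity on a linear scale (the background-subtracted gProcessedSignal, the median intensity of the spot and of its local background) with the software's flags. The deposited intensity values were not normalized between arrays. Each array held 15165 spots other than controls: 14145 circRNA probes on 1 spot each, 62 probes with a transcript accession on 10 spots each and 20 further probes on 20 spots each.

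From these intensities, log2 of gProcessedSignal was taken, spots marked as non-uniform or as population outliers were left out, the spots of a probe were averaged, and the arrays were normalized by quantiles with limma 3.58.1 in R 4.3.3, as the methods of the paper name quantile normalization and limma. Probes marked well above background on at least 3 of the 6 arrays were tested, 13886 in all, of which 13832 were circRNA probes. The main test was limma's lmFit and eBayes (moderated, two-sided, HA against C, without covariates), with Benjamini-Hochberg adjustment over the 13886 tested probes. The counts use the limits the paper names, a fold change over 1.5 and P under 0.05, and separately an adjusted P under 0.05. The paper's text names no test for the arrays, no background setting and no rule for detection. Single values per array were compared with exact permutation tests, for which 3 rats against 3 allow no P under 0.1. With 3 arrays per group, the number of arrays limits the precision, and no circRNA probe was saturated.

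The processing was tested on simulated data with the means and the limma prior variances of the HA and C comparison, over 13886 probes. With 200 circRNA probes changed by 1 log2 unit in 10 simulated data sets, 94.2% of them were recovered at a fold change over 1.5 and P under 0.05, and 20.2% after adjustment. With a change of 2 log2 units, 99.8% were recovered at these limits and 97.3% after adjustment. With no changed probe, a mean of 317 circRNA probes (range 279 to 345 over 20 simulated data sets) passed a fold change over 1.5 and P under 0.05, and a mean of 697 had P under 0.05.

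Alternatives set before the data were examined were scaling to the 75th percentile, other filters on dim probes, outlier spots kept, unmoderated tests with equal and unequal variances, eBayes with trend and robust, array weights, the replicate number as a block, and each array left out in turn. The alternatives planned on the mean intensity of the spot were run on the median intensity instead, with and without normexp (offset 50), since the columns used here give the median. They, the row on the slide as a block, the brighter or dimmer arrays as a block, and the median intensity together with the unmoderated linear model were added after seeing the data. The slide and the scan could not be used as a block, because all 6 arrays shared 1 slide and 1 scan.

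The probes named in the text were fixed by a rule: at most the 2 largest rises and the 2 largest falls, ranked by normalized log2 values, among probes past both limits whose groups did not overlap, because the probe numbers are not paired with circRNA names. For the same reason the circRNAs of Table 2, the chromosomes and the host genes were not analysed here. Of the 62 probes with an accession, 39 were matched to a gene symbol of the GRCr8 annotation, without version numbers. Body weight, temperature, RT-qPCR, ELISA and the predicted networks were not analysed here. Figures were drawn with matplotlib 3.10.9.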

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

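The comparison of HA with C for the linear transcripts was chosen after their values were seen; the comparison with matched sets of probes was not.

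The arrays also carry 62 probes for linear transcripts, which the paper does not report on. Of these, 41 were well above background on all 6 arrays, although the RNA had been treated with RNase R, while 0 of the 77 negative control spots were well above background on any array. Among the 41, 27 were matched to a gene symbol, including Actb, B2m, Hprt1 and Hsp90ab1, which were picked out after their values were seen. The mean log2 signal of these 27 probes ranged from 6.05 in HA replicate 2 to 6.65 in HA replicate 3. It was 6.31 ± 0.31 (SD, n = 3) in the HA group and 6.27 ± 0.13 (SD, n = 3) in the C group, a difference of 0.0365 that the spread between rats exceeded (two-sided exact permutation test, P = 0.9; smallest possible P, 0.1), with 13 of the 27 probes higher in the HA group.

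If linear RNA left after RNase R gave this signal in amounts that varied between rats, the 27 probes should rise and fall together from array to array. Around the group means, their average moved with an SD of 0.21 log2 units, against a median of 0.05 and a largest value of 0.15 in 10000 sets of 27 circRNA probes matched on signal (share of sets at least as large, 1e-04, the smallest these draws can give). This is consistent with residual linear RNA that differed between rats. Circular RNA that shares exon sequence with these probes, and any other property that sets these transcripts apart from circRNAs, such as RNA quality, were not tested and stay open. Whether residual linear RNA contributes to the difference between HA and C cannot be told apart from its absence with 3 rats per group. For the 27 matched probes, the mean difference of 0.0365 lies within the spread between rats, and the probes go both ways. The probes without a gene symbol were not part of this mean. Heat acclimation as a biological source of a difference in these transcripts stays untested beyond that comparison and a test of each probe. Of the 49 such probes that could be tested in limma, 2 had an unadjusted P under 0.05 and 0 an adjusted P under 0.05. Both were higher in the HA group, by 0.93 (A_44_P959510) and 0.91 (A_44_P1052817) log2 units, and neither was among the 27.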

How the results depend on the processing

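The settings on the median intensity of the spot, the row on the slide as a block and the brighter or dimmer arrays as a block were chosen after seeing the data; the others were set beforehand. Where a count moved, the cause was not tested.

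The number of circRNA probes past a fold change of 1.5 and an unadjusted P of 0.05 (366, with 218 higher and 148 lower in the HA group) stayed within 1.5 times with other filters on dim probes, outlier spots kept, eBayes with trend and robust, array weights, and brighter or dimmer arrays as a block, which gave 277 to 410. With the 75th percentile as the scale it was 446, with 375 higher and 71 lower, so that 84.1% of the calls were higher in the HA group in place of 59.6%; 281 of the 446 were among the 366. The unmoderated linear model with equal variances gave 125 (71 higher, 54 lower) and the unmoderated comparison with unequal variances gave 91 (53 higher, 38 lower). The median intensity without background correction gave 146 (77 higher, 69 lower), normexp on the median intensity gave 66 (34 higher, 32 lower), and the median intensity without background correction together with the unmoderated linear model gave 56 (31 higher, 25 lower), of which 56 were among the 366. With the row on the slide as a block the count was 628 (279 higher, 349 lower), of which 152 were among the 366. Row 2 held only HA replicates 2 and 3, so this fit sets HA replicate 1 alone against the 3 C arrays, with that rat assumed to vary like the others, and is no comparison of the whole HA group.

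With each array left out in turn, the count ranged from 252 to 747, with 128 to 413 higher and 124 to 334 lower. It rose by over 1.5 times without C replicate 1, to 583, and without C replicate 3, to 747. These fits have fewer arrays, and 89 of the 366 probes were called in all 6 of them.

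The replicate numbers 1 to 3 are shared by different rats, and same-numbered rats did not deviate together from their group means (correlations of -0.03, -0.20 and 0.07 across circRNA probes). With the replicate number as a block, 470 probes were called, 246 higher and 224 lower, with 0 at an adjusted P under 0.05.

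The number of circRNA probes at an unadjusted P under 0.05 was 646 and fell to 344 with unequal variances; it ranged from 436 to 861 with each array left out. The count of 0 at an adjusted P under 0.05 in limma became 1 with array weights (ASCRPR004548, adjusted P = 0.0222) and 2 with the row on the slide as a block, where the HA side is HA replicate 1 alone. It ranged from 0 to 1 with each array left out, the 1 arising without C replicate 1. The smallest adjusted P ranged from 0.00194 to 0.957 over the settings.

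The difference between mean correlations within and between groups (0.00139) kept its sign under the other normalization, background and filter settings and ranged from -0.00257 to 0.0036 with each array left out, reversing without C replicate 2 (-0.00257). The number of circRNAs detected ranged from 13715 to 13836 with each array left out. Under the other filters it ranged from 13318 to 14145, the latter being every circRNA probe on the array, so that no filter could have raised it much.

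Of the probes named, ASCRPR004548 kept its direction and stayed past both limits under 15 of 15 settings and with each of the 6 arrays left out. ASCRPR013911 kept its direction and was no longer past both limits under 4 of 14 settings, ASCRPR005733 under 6 of 14 and ASCRPR006008 under 6 of 14. With arrays left out, ASCRPR006008 was no longer past both limits in 2 of 6 fits (without HA replicate 1, unadjusted P = 0.0878 in limma, and without HA replicate 3, unadjusted P = 0.0691 in limma), ASCRPR005733 in 1 of 3 (without C replicate 2) and ASCRPR013911 in 0 of 3. ASCRPR005733 and ASCRPR013911 no longer met the filter on dim probes when an HA array was left out, so only 3 such fits exist for each.

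The alternatives on the mean intensity of the spot were not run, and the slide or the scan was not run as a block, since the 6 arrays shared both. The results for the circRNAs of Table 2, for chromosomes and for host genes were not run under any setting. Signal over background limits the fold changes of dim probes: 10 of the 366 called probes were not well above background on any array of a group.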

Differences from the paper's values

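The paper gives 53 circRNAs past a fold change of 1.5 and P of 0.05, and 366 were found here. Of the paper's 53, it lists 28 as higher and 25 as lower in the HA group, against 218 and 148 here. Among the alternatives set before the data were examined, none brought any of these 3 counts within 1.5 times of the paper's: the closest were 91, 53 and 38 with the unmoderated comparison with unequal variances, and scaling to the 75th percentile, the other filters on dim probes, outlier spots kept, the unmoderated model with equal variances, eBayes with trend and robust, array weights, the replicate block and each array left out also differed from the paper. The median intensity without background correction together with the unmoderated linear model gave 56, with 31 higher and 25 lower, and normexp on the median intensity gave 66, with 34 higher and 32 lower; both fall within 1.5 times of the paper's counts, and both were chosen after seeing the values.

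The paper describes noticeable differences in the circRNA profiles of the groups from the clustering in Fig. 2B, which covers differentially expressed circRNAs. Clustering over all 13832 tested circRNA probes did not separate the groups, whereas clustering over the 366 called probes did. The latter does not bear on the paper's description, because calls made in the same way separated the arrays in 10 of 10 ways to part them.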

Other observations

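The counts over other ways to part the arrays, the difference of the linear transcripts and the comparison with Table 2 were tests chosen after seeing the values they concern; the tests on brightness, place on the slide, dim probes and C replicate 2 were written down before their results were seen.

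The number of circRNA probes past a fold change of 1.5 and an unadjusted P of 0.05 cannot be told apart from what chance gives with 3 rats per group. Of the 10 ways to part the 6 arrays into 3 and 3, 2 gave at least 366 calls, the real one included, and 3 gave at least 646 probes at an unadjusted P under 0.05. All 10 gave 0 probes at an adjusted P under 0.05 in limma. Because there are only 10 ways, chance cannot be excluded by this count. In simulated arrays without any changed probe, a mean of 317 circRNA probes (range 279 to 345) passed the same limits, and the 366 observed lie above that range, while the 646 probes at an unadjusted P under 0.05 lie below the simulated mean of 697. The simulated arrays vary independently of each other, which the real ones need not. Their variances were also drawn without regard to signal, whereas the real SD between rats was larger in dim probes. The simulation therefore cannot show that 366 is an excess.

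A larger count than the real one, 433 calls and 959 probes at an unadjusted P under 0.05, came from setting C replicates 1 and 2 and HA replicate 1 against C replicate 3 and HA replicates 2 and 3. These are the 3 arrays with 95.5% to 96.3% of circRNA probes well above background and the 3 with 98.1% to 98.6%. The largest number at an unadjusted P under 0.05, 1099 with 300 calls, came from C replicates 1 and 3 and HA replicate 2 against C replicate 2 and HA replicates 1 and 3, which does not follow brightness. With brighter or dimmer arrays as a block, 316 probes were called between HA and C, and 290 of the 366 kept a fold change over 1.5 in the same direction. The arrays also lay in 2 rows of the slide, with HA replicates 2 and 3 in row 2 and the other 4 arrays in row 1. With the row as a block, 249 of the 366 kept a fold change over 1.5 in the same direction, but this fit compares HA replicate 1 alone with the C arrays, since row 2 held no C array. Place on the slide and heat acclimation cannot be told apart beyond that rat, which was among those that selected the calls. Most calls keeping their fold change was to count against either source, but it is not read so here. Brightness stays open as well, since the 366 probes were chosen by the same values and a count near 317 arises with no changed probe.

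Calls were concentrated among dim probes. When the tested circRNA probes were ranked by mean signal, the 4611 dimmest held 224 of the 366 calls, or 61.2% (95% exact binomial interval 56.0% to 66.2%, treating probes as independent), against 33.3% if calls were spread evenly. The 4611 brightest held 65 calls. The median SD between rats was 0.29 log2 units in the dimmest probes and 0.22 in the brightest. This is consistent with noise of dim probes adding calls, and a larger response of weakly expressed circRNAs to heat acclimation stays open, as it was not tested.

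C replicate 2 had the lowest mean correlation with the other 5 arrays, 0.969, where the others had 0.976 to 0.985. Uneven hybridization in the form of a smooth trend across the array is argued against, since the place of the spot explained 0.0267% of the variance of this array's deviations and up to 0.516% on the other arrays. Noise of dim probes alone is argued against too, since among the 4611 brightest probes this array again had the lowest mean correlation, 0.936, where the next lowest was 0.958. A difference in dissection, in RNA treatment or in the rat itself stays open and was not tested; the group does not explain it, since the other C rats did not share it.

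A hypothesis for the larger count of calls here than in the paper is that the paper's values rest on signal without background subtraction and on an unmoderated test. Table 2 gives 20 pairs of fold change and P. With the median intensity without background correction and the unmoderated linear model, 17 of the 20 pairs had a circRNA probe within 0.03 in log2 fold change and 0.002 in P, and 3 of 20 did when the directions in Table 2 were swapped. With the main setting 9 of 20 did, no more than the 9 of 20 with the directions swapped. With either change alone the counts were 6 of 20 for the unmoderated linear model (5 with the directions swapped) and 5 of 20 for the median intensity (2 with the directions swapped). The hypothesis stays open, because the setting was found by trying several and looking at these same values. The setting did not give the paper's count exactly, and no probe was assigned to a circRNA of Table 2 from this comparison.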
